A study of Mus musculus with 4 samples.

How the data were processed

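ATAC-seq was performed on limb cells of mouse embryos at embryonic day E11.5. The assay uses the Tn5 transposase, which cuts and tags DNA where chromatin is open, so that sequenced fragments pile up at accessible regions. The cells were fixed before transposition, per the labels' protocols. The labels describe 4 libraries: 2 from embryos carrying a stop cassette insertion and 2 from wild-type embryos. Replicate numbers were taken from the sample titles.

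One peak list was deposited for each library, so peaks were called per library and not on pooled reads. Each row gives a position of 1 bp, a peak name and a value. In the lists as deposited, that value behaves as −log10 of a q-value, and it is called the peak score here. This reading rests on the layout of the list and on its lowest value, which lies between 1.30 and 1.31 in the 4 lists and corresponds to a q-value of 0.05. The peak names in the deposited lists record that duplicate and mitochondrial reads were removed and that a mapping quality of 30 was used. The aligner, the peak caller and its version, any shift of the reads for the way the transposase binds, and any control track are not stated. The build is mm9, per the labels. The reference annotation used here (GENCODE M1 on NCBIM37) is of the same build, and 0 summits lay beyond the end of any of its 21 chromosomes compared.

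The lists hold no read counts, so the sequencing depth of each library is unknown and no test on reads was possible. A score depends on depth and on background within its own library. It was therefore used to rank peaks within a list, as a percentile from the weakest to the strongest peak. The exception is the stricter threshold among the alternatives, fixed beforehand, which applies one score to all lists and so carries differences in depth and background between libraries. Wilson intervals at a confidence level of 95% are given for shares of a list. They cover counting error only.

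The design, fixed before the data were examined, assumed peaks with a width. Because the lists hold summits of 1 bp, each summit was extended by 250 bp on each side. This extension was chosen after the lists had been seen, when 50, 100 and 250 bp had been computed together. Summits of all 4 lists whose extended intervals overlapped by at least 1 bp were merged into regions. A region was called specific to a genotype when both lists of that genotype held it and neither list of the other genotype did. The overlap of a pair of lists was measured as the Jaccard index, the base pairs covered by both lists divided by those covered by either list. The regions of an En1 window were counted on chromosome 1 between 122200001 and 123200000. This window was placed from general knowledge of the gene's position before the data were examined, and the annotation puts En1 inside it. The excess of a window is the number of stop cassette-specific minus wild type-specific regions, as a percent of its regions. The En1 window was ranked among windows of 1 Mb tiled along the genome with at least 10 regions, and windows with an equal excess were counted with a weight of 0.5. The percentile was first taken from the windows with a lower excess alone, which gave 1.11, and the weight for ties was introduced after 281 tied windows had been seen. A peak was assigned to a transcript start when its summit lay within 1 kb of an annotated one. Unplaced sequences, which held 0.102% to 0.172% of the peaks of a list, have no annotation here.

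Differences in group means were tested with exact permutation tests, two-sided. With 2 libraries per genotype there are 6 assignments, and the smallest possible p-value is 0.333. Overlap within and between genotypes was compared over the 3 ways to divide the 4 libraries into pairs, where the smallest possible p-value is 0.333. No comparison between genotypes could therefore reach 0.05 in these permutation tests. Named regions were chosen by a rule fixed beforehand. Within the window, these are all genotype-specific regions and the region with the highest mean score percentile over the 4 lists. Genome-wide, they are the 3 genotype-specific regions in each direction with the highest mean score percentile, and the highest-ranked region held by all 4 lists. Regions at the En1 gene itself were added after the values were seen.

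Alternatives were lists reduced to the equal length of 51701 peaks by score with ties broken at random, a stricter score threshold (above 5.83, the median of the 4 lists pooled), autosomes only, joining of peaks closer than 200 bp, a reciprocal overlap of 50%, leaving out each library in turn, replicate numbers as pairs, and other window sizes. The alternative extensions of 50, 100 and 500 bp were added after the data were seen. The region counting was tested on simulated lists built on 72893 autosomal regions, where it recovered 200 of 200 planted regions for each genotype. Each planted region was put in both lists of its genotype and far from other regions. The result therefore checks the counting alone. Missed peaks and regions that look specific by chance were not assessed.

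The names inside the wild-type lists carry one shared replicate number with a sub-number, whereas those of the stop cassette lists carry different replicate numbers. Whether the wild-type libraries came from separate embryos is not stated. The 2 wild-type lists share 984 identical summit positions, 1.90% of the shorter list. The share was 2.45% for the stop cassette pair and 1.75% to 2.23% for pairs of different genotypes. Such shares cannot tell whether 2 libraries came from separate embryos. The wild-type libraries were counted as 2, as the labels give them. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.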

Results

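Chromatin accessibility was profiled by ATAC-seq in limb cells of mouse embryos at embryonic day E11.5. The study concerned Maenli, a long non-coding RNA locus, and the dependence of limb development on engrailed-1 (En1). A stop cassette is an insertion used to end transcription prematurely. Comparing embryos that carry it with wild-type embryos asks whether accessible chromatin in the limb differs when the cassette is present. The labels do not give the position of the insertion. Each genotype was represented by 2 libraries, each with its own list of called peaks. Whether the 2 wild-type libraries came from separate embryos is not stated, so their spread and overlap may not reflect separate embryos.

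The stop cassette lists held 79083 peaks in replicate 1 and 107827 in replicate 2. The wild-type lists held 51701 peaks in replicate 1 and 68471 in replicate 2. The mean was 93455 ± 20325 peaks for the stop cassette libraries and 60086 ± 11858 for the wild-type libraries (SD, n = 2 each). Both stop cassette lists were longer than both wild-type lists. The exact permutation test gave p = 0.333, the smallest value that 2 against 2 libraries allow. The difference of 33369 peaks was larger than either SD. The read depth is unknown, so a difference in accessibility could not be separated from one in depth or background. Equal list length removes the difference by construction. Among the other settings that kept all 4 libraries, the stricter score threshold moved the difference most, to 21462.5 peaks (exact permutation p = 0.333). The ratio of the mean list lengths, however, rose from 1.56 to 1.78 under that threshold. Without stop cassette replicate 2 the difference was 18997 peaks.

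With each summit extended by 250 bp on both sides, the stop cassette lists covered 33.0 Mb and 44.9 Mb. The wild-type lists covered 21.4 Mb and 28.3 Mb. The group means were 38.9 ± 8.41 Mb and 24.8 ± 4.85 Mb (SD, n = 2 each; exact permutation p = 0.333). The mean width of a merged interval was 661 ± 5.89 bp in the stop cassette libraries and 656 ± 3.79 bp in the wild-type libraries (SD, n = 2 each; exact permutation p = 0.667). When each list was reduced to its 51701 highest-scoring peaks, the difference in covered length was 1.34 Mb, against 14.1 Mb as deposited. It was 8.14 Mb for the lists as deposited without stop cassette replicate 2.

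Chromosome X held 2.64% of the peaks in stop cassette replicate 1 (95% Wilson interval 2.53% to 2.76%) and 2.52% in replicate 2 (2.43% to 2.62%). It held 2.69% in wild-type replicate 1 (2.55% to 2.83%) and 2.56% in replicate 2 (2.45% to 2.68%). The group means differed by -0.0441 percentage points, less than the spread between replicates (exact permutation p = 0.667). The sign of this difference reversed at equal list length, to 0.0493 percentage points, and was 0.0170 without stop cassette replicate 2 and 0.0186 without wild-type replicate 1. Among the 20 chromosomes tested (the autosomes and X), the shares of the genotypes did not overlap on 4, or 20%, where chance gives 33.3%. The widest gap in group means was on chromosome 9, at -0.279 percentage points. The smallest exact permutation p-value over the 20 chromosomes was 0.333, and 1 after Benjamini-Hochberg adjustment.

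To ask whether libraries of one genotype shared more accessible regions than libraries of different genotypes, overlap was measured for each pair of lists. Among the lists as deposited, the wild-type pair had a Jaccard index of 0.514 and the stop cassette pair 0.485. The 4 pairs of different genotypes ranged from 0.376 to 0.467. The mean was 0.4998 within genotypes and 0.434 between genotypes, a difference of 0.0659. The genotype division gave the highest difference of the 3 possible divisions (exact permutation p = 0.333, the smallest possible). Without wild-type replicate 1, the difference fell to 0.0198. At equal list length, the difference was 0.0349, again the highest of the 3 divisions (exact permutation p = 0.333). The order of the single pairs changed, however. The stop cassette pair reached 0.502, below the 0.528 of stop cassette replicate 2 with wild-type replicate 2 and the 0.508 of stop cassette replicate 2 with wild-type replicate 1. The lowest indices, 0.452 and 0.455, belonged to stop cassette replicate 1 with the wild-type libraries.

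**Figure D1:**
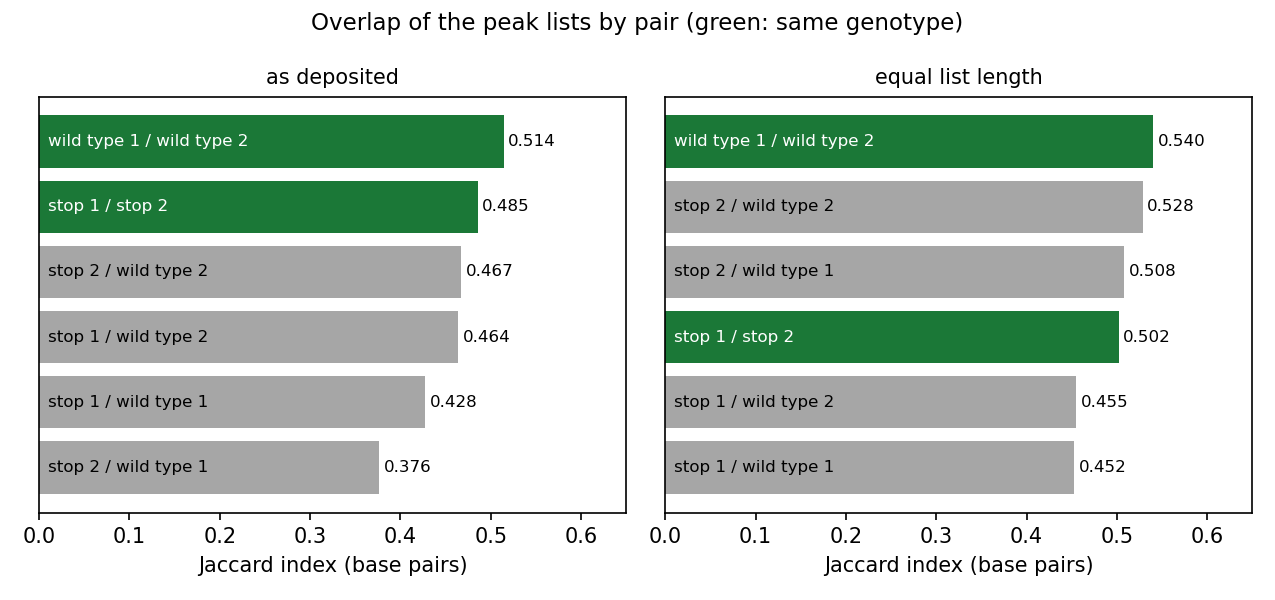
Jaccard index in base pairs (x axis) for each pair of libraries, with the lists as deposited (left) and at equal length (right); "stop" stands for stop cassette, the number is the replicate, and green bars are pairs of one genotype. As deposited, both pairs of one genotype come first, at 0.514 and 0.485, while at equal length the stop cassette pair, at 0.502, comes after both pairs of stop cassette replicate 2 with wild type.

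Merging the summits of all 4 lists gave 74669 regions. Of these, 23894 regions (32.0%) were held by all 4 lists. The regions held by stop cassette replicate 2 alone numbered 16535, and those held by stop cassette replicate 1 alone numbered 6138. The wild-type lists alone accounted for 1132 regions in replicate 1 and 2642 in replicate 2. Regions common to all 4 lists had a median score percentile of 76.0, and 55.4% of them lay within 1 kb of an annotated transcript start.

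Both stop cassette lists and neither wild-type list held 7483 regions (10.02%). Both wild-type lists and neither stop cassette list held 234 regions (0.313%). Divisions that mix the genotypes also gave shared regions. Both replicate 2 lists alone shared 4905 regions and both replicate 1 lists alone shared 135. Stop cassette replicate 2 with wild-type replicate 1 shared 1355, and stop cassette replicate 1 with wild-type replicate 2 shared 407. The genotype division gave 7717 specific regions in total, against 5040 and 1762 for the mixed divisions. With 3 divisions, no test can separate these totals from chance.

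The counts depended on list length. At equal length, 2709 regions were specific to the stop cassette lists and 1160 to the wild-type lists. The ratio of these counts was 32.0 as deposited and 2.34 at equal length, while the stricter threshold, one score for all lists that depends on depth and left the lists unequal, gave 5948 and 64 regions and a ratio of 92.9. The mixed divisions had ratios of the larger to the smaller count of 3.01 and 1.92 at equal length. The total for the genotype division, 3869, remained the highest, against 2542 and 2021. Leaving out a library loosens the definition of a specific region, so these counts rise by construction. For the lists as deposited, the wild type-specific count was 2489 without stop cassette replicate 2, 2926 without wild-type replicate 1 and 1399 without wild-type replicate 2. The stop cassette-specific count rose to 24479 without stop cassette replicate 1. The lists held 19897 regions in common at equal length.

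**Figure D2:**
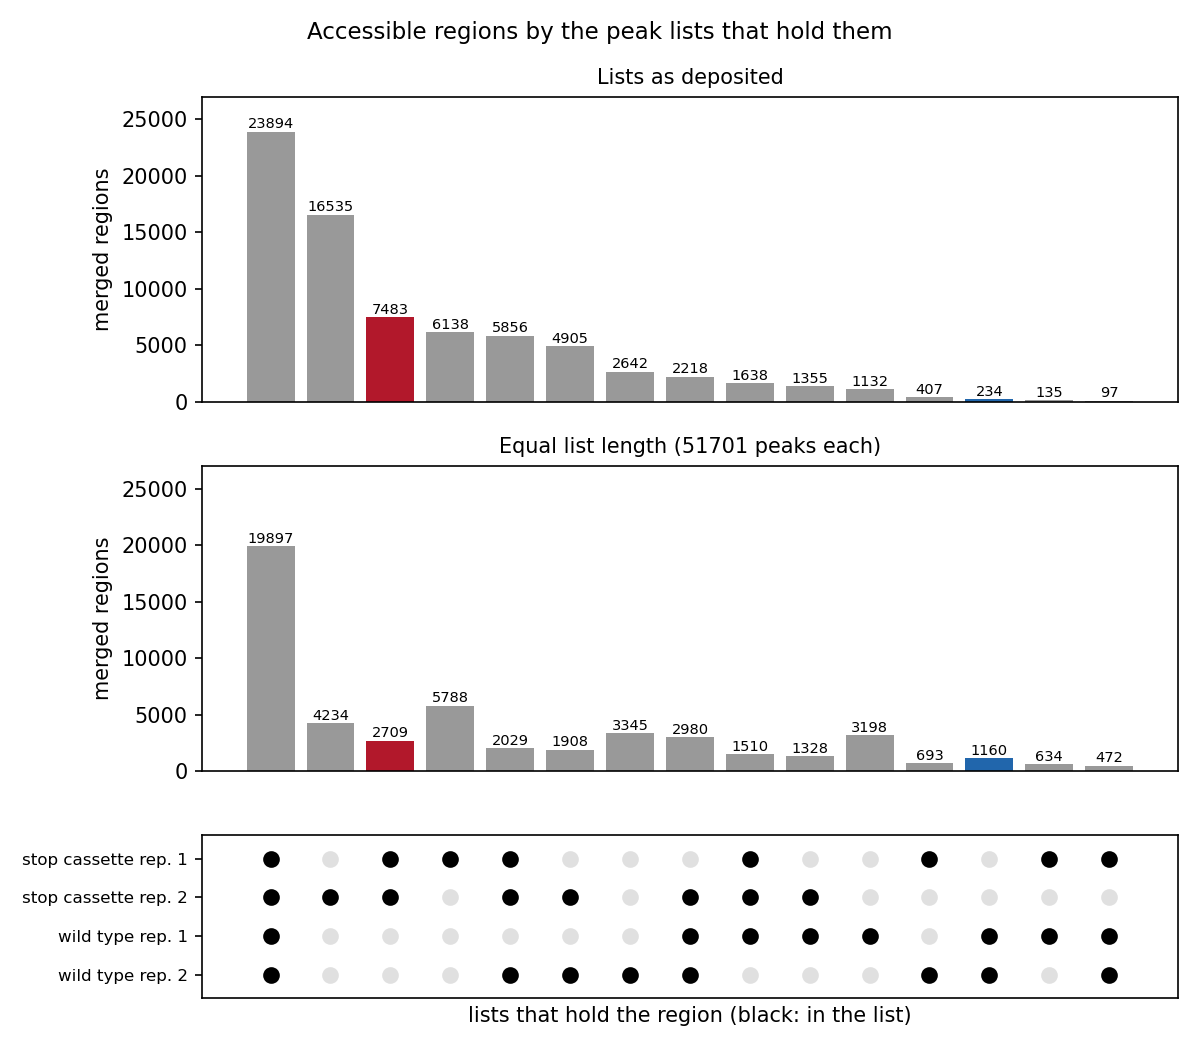
Number of merged regions (y axis) for each combination of lists that hold them, with the lists as deposited (top) and reduced to 51701 peaks each (middle); black dots mark the lists that hold the regions, red bars are stop cassette-specific and blue bars wild type-specific regions. The counts of 7483 and 234 as deposited become 2709 and 1160 at equal length.

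The highest-ranked stop cassette-specific regions lay inside genes and away from their starts. The first spanned positions 3535726 to 3536899 of chromosome 8 (mm9) over a coding exon of Pnpla6 (ENSMUSG00000004565.8). It ranked at the 93.2 and 89.4 percentiles of the stop cassette lists, and the nearest wild-type summit was 13503 bp away. The second was on chromosome 11 from 120267088 to 120267667, in an intron of Nploc4 (ENSMUSG00000039703.9), at the 90.4 and 89.9 percentiles. The third was on chromosome 8 from 23319426 to 23320432, in an intron of Vps36 (ENSMUSG00000031479.8), at the 93.2 and 85.6 percentiles. Each of the 3 kept its pattern at equal list length, under the stricter threshold and with the other extensions. The named regions were picked by rank and carry no test of their own.

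The highest-ranked wild type-specific regions had stop cassette summits close by. The first lay on chromosome 7 from 6315674 to 6316273, in intergenic sequence 8095 bp upstream of a transcript start of Zfp78 (ENSMUSG00000055150.7). It ranked at the 93.4 and 86.9 percentiles of the wild-type lists. Summits of both stop cassette lists lay 741 and 732 bp away. The second covered a UTR at the start of Pdp1 (ENSMUSG00000049225.8) on chromosome 4 from 11892667 to 11893174, with stop cassette summits 657 and 673 bp away. The third covered a non-coding exon at the start of Hus1 (ENSMUSG00000020413.5) on chromosome 11 from 8910397 to 8910898, with stop cassette summits 570 and 576 bp away. With an extension of 500 bp, none of these 3 regions was wild type-specific any longer. The highest-ranked region of all 4 lists was intergenic, on chromosome 3 from 5860401 to 5860932, and 284427 bp from its nearest transcript start, that of Pxmp3 (ENSMUSG00000040374.7).

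The window of 1 Mb around En1 addressed the locus that the study is about. It holds the annotated genes C1ql2, Marco, En1 (ENSMUSG00000058665.7, 122498995 to 122505873 on the plus strand) and the lincRNA B230209K01Rik. Stop cassette replicate 1 had 16 peaks in the window, or 0.0202% of its list (95% Wilson interval 0.0125% to 0.0329%). Stop cassette replicate 2 had 47 peaks (0.0436%, 0.0328% to 0.0580%). Wild-type replicate 1 had 19 peaks (0.0367%, 0.0235% to 0.0574%) and replicate 2 had 29 (0.0424%, 0.0295% to 0.0608%). The means were 31.5 ± 21.9 peaks with the stop cassette and 24.0 ± 7.07 in wild type (SD, n = 2 each; exact permutation p = 1). The groups differed by less than the spread between the stop cassette libraries.

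The peaks of the window merged into 35 regions, of which 10 were held by all 4 lists. The lists of stop cassette replicates 1 and 2 held 13 and 32 of the regions, and those of wild-type replicates 1 and 2 held 16 and 22. Stop cassette replicate 2 alone held 8 regions, and both replicate 2 lists alone held 7. A single region was stop cassette-specific, from 122286761 to 122287429. It was intergenic, 49936 bp downstream of the C1ql2 start, and ranked at the 36.8 and 19.7 percentiles. At equal list length it was no longer held by both stop cassette lists. A single region was wild type-specific, from 123074305 to 123075039. It was intergenic, 90568 bp downstream of the start of B230209K01Rik, and ranked at the 4.54 and 28.9 percentiles. With extensions of 50 and 100 bp, the summits of the wild-type lists no longer merged there. Neither region passed the stricter score threshold in both lists of its genotype. The excess of the window was 0%, against a median of 8.51% over 2064 genome windows, of which 23 had a lower excess and 281 an equal one. Counting equal windows with a weight of 0.5 placed it at the 7.92 percentile, and lower windows alone at 1.11. The alternatives that kept all 4 libraries gave the 5.63 to 23.5 percentiles. Without stop cassette replicate 1, where replicate 2 alone stands for the genotype, 9 regions of the window were stop cassette-specific.

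The region with the highest mean percentile in the window was held by all 4 lists. It lay 139054 bp downstream of the En1 start, in intergenic sequence from 122637570 to 122638528. It ranked at the 46.8 and 81.8 percentiles of the stop cassette lists and at the 71.2 and 79.7 percentiles of the wild-type lists. At En1 itself, chosen after the values were seen, no summit of either replicate 1 list fell within the gene or the 1 kb before it. A region from 122499235 to 122500701, over coding sequence, was held by both replicate 2 lists, at the 44.2 percentile in stop cassette and the 16.6 percentile in wild type. Stop cassette replicate 2 also held regions from 122498618 to 122499118, at the En1 start, and from 122503286 to 122503786. They ranked at the 52.7 and 1.02 percentiles. As deposited, an accessible region at En1 was called in 1 of 2 libraries of each genotype. At equal list length and under the stricter threshold, only the region at the En1 start was left, in stop cassette replicate 2 alone. The margins at equal length were narrow. The score of this region was 6.34, against a lowest score kept of 6.24 in that list. The peak of wild-type replicate 2 at En1 scored 3.46, against a lowest score kept of 3.74. With 1 library, a difference between the genotypes cannot be separated from the spread between replicates.

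**Figure D3:**
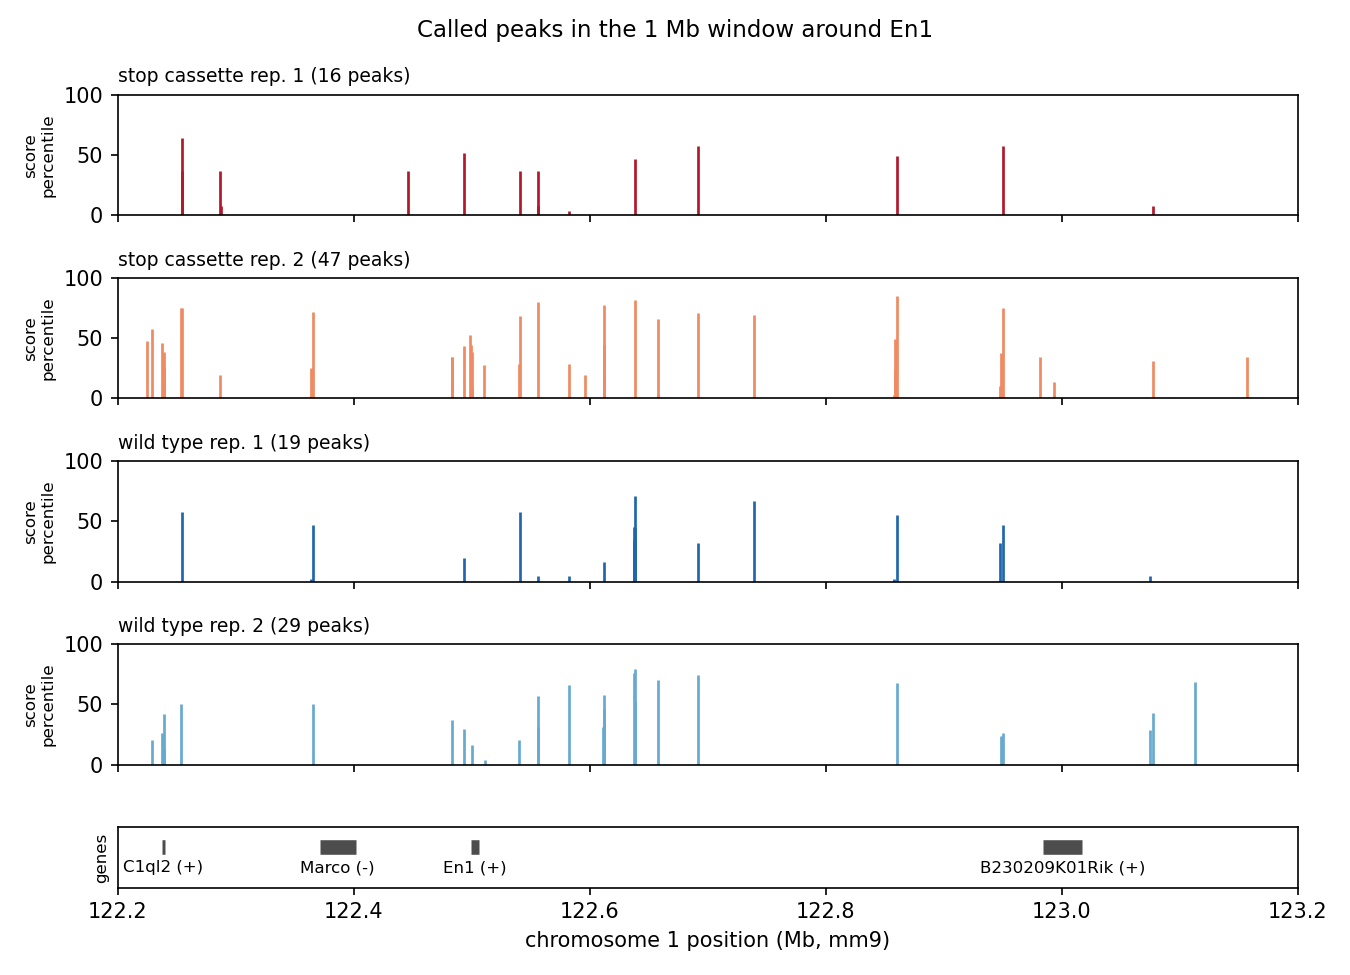
Called peaks along chromosome 1 (x axis, Mb, mm9) in the window around En1, one panel per library, with line height giving the score percentile within that library's list, and annotated genes with their strand at the bottom. The libraries hold 16, 47, 19 and 29 peaks, and only the replicate 2 panels have peaks at En1.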

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

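The alternatives with extensions of 50, 100 and 500 bp were chosen after the data had been seen, as was the main extension of 250 bp, and the remaining alternatives were fixed before. The differences in peaks per list, covered length and overlap within against between genotypes kept their direction under all alternatives run for them. Under the reciprocal overlap of 50%, the overlap was measured on regions and not in base pairs. Keeping a direction did not mean keeping a size: the difference in covered length was 1.34 Mb at equal list length and 3.37 Mb with an extension of 50 bp, against 14.1 Mb, and the overlap difference was 0.0349 at equal list length, against 0.0659. Over all comparisons and the alternatives that kept all 4 libraries, 55 values kept the direction of a tested difference, stayed within 1.5 times a count or stayed in the interval of a percentile. A further 30 counts or percentiles lay outside these limits, and 1 difference reversed. Some of the 55 could not have changed. These include the paired differences by replicate number, the region counts with close peaks joined, and the En1 window counts on autosomes only. The tally is therefore not a measure of robustness. Because the exact permutation tests cannot give a p-value under 0.333 with 2 libraries per genotype, keeping a direction was not taken as evidence for a difference.

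Equal list length changed the genotype-specific counts, to 2709 for stop cassette and 1160 for wild type from 7483 and 234. In the En1 window it gave 0 stop cassette-specific and 2 wild type-specific regions, and an excess at the 5.63 percentile. It also reversed the difference in the share of peaks on chromosome X, to 0.0493 percentage points. Fewer peaks enter the 3 longer lists by construction, so a region called in one of them as deposited can count as absent. What else sets the lists apart was not tested.

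The stricter threshold, one score for all lists that depends on depth, left 5948 stop cassette-specific regions, 64 wild type-specific regions and 14169 regions in all 4 lists. The ratio of the specific counts rose to 92.9, and that of the mean list lengths from 1.56 to 1.78. The window then held 17 regions, 1 of them stop cassette-specific (not the region named in the report) and 0 wild type-specific, and its excess rose to the 22.7 percentile. A reciprocal overlap of 50% raised the stop cassette-specific count to 10236 and the wild type-specific count to 694, a ratio of 14.7. Neighbouring summits more than 250 bp apart were no longer merged there. Summits further apart could still be joined through others between them, so the 50% holds for neighbours only. An extension of 50 bp gave 14540 stop cassette-specific and 3202 wild type-specific regions, as narrower intervals merge less, with 61 regions in the window, 2 specific to each genotype, and an excess at the 10.9 percentile. With 100 bp the counts were 11937 and 1286, with 2 stop cassette-specific and 0 wild type-specific regions in the window, and the excess at the 23.5 percentile. A window of 2 Mb held 75 regions, 4 stop cassette-specific and 2 wild type-specific (12.7 percentile). A window of 0.5 Mb held 19 regions and 0 specific to either genotype (11.1 percentile). Joining peaks closer than 200 bp could not change any region count, because the extension merges them anyway.

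Leaving out one library at a time lets the remaining list of a genotype stand for both, so specific counts rise by construction. Across the 4 fits that each left out one library, the stop cassette-specific count ranged from 9249 to 24479 and the wild type-specific count from 344 to 2926. The overlap difference ranged from 0.0198 to 0.0922, with the lowest value without wild-type replicate 1. In the window, 1 to 9 (9 without stop cassette replicate 1) regions were stop cassette-specific and 1 to 3 wild type-specific, with the excess between the 6.71 and 13.1 percentiles. The difference in the chromosome X share ranged from -0.107 to 0.0186 percentage points and changed sign.

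The 8 named genotype-specific regions kept their pattern in 56 checks and lost it in 8 under the alternatives with all libraries. The checks on autosomes only and with close peaks joined could not change the pattern of any of the 8. At equal length 7 of 8 kept it, under the stricter threshold 6 of 8, and with an extension of 500 bp 5 of 8. With 50 and 100 bp, 7 of 8 kept it, as the wild type-specific region of the window split by construction. The 3 lost with 500 bp were the wild type-specific regions near Zfp78, Pdp1 and Hus1.

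With the replicate number as a block, the paired difference in list length was 33369 peaks, equal to the unpaired one by construction. The exact sign-flip permutation p was 0.5, the smallest that 2 pairs allow. Same-numbered libraries deviated together: over 23894 regions, the difference in score percentile between replicates 1 and 2 correlated between the genotypes with r = 0.181. This is across regions, which are not independent replicates, and 2 pairs cannot show that the numbers pair the libraries. Unknown read depth limits every count of specific regions, since a region missing from a list may be accessible and below the threshold of that library.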

Other observations

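Tests chosen only after the result was seen were those on weak peaks, En1, the En1 window and the sex-linked genes, and the use of equal list length and of the divisions of the libraries as tests of an explanation, both of which had been planned as comparisons. The criteria for summit placement and GC content were set beforehand, but the reading of the GC result was tightened after its value was seen.

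As deposited, 7483 regions were specific to the stop cassette lists and 234 to the wild-type lists. Different placement of summits within one accessible region would leave a summit of the other genotype close by. Summits up to 500 bp apart had been merged, so that a test can see wider shifts alone. Only 9.89% of the stop cassette-specific and 14.96% of the wild type-specific regions had a summit of the other genotype within 1 kb, against 6.14% to 12.0% for the pairs that mix genotypes. This argues against shifts of up to 1 kb as the main source. Each of the 3 highest-ranked wild type-specific regions did have stop cassette summits within 1 kb. There, a shifted summit cannot be told apart from a separate accessible region nearby. Wider shifts were not tested. Unequal list length may account for much of the asymmetry. At equal length the ratio of the counts was 2.34, between the 3.01 and 1.92 of the divisions that mix genotypes. Under the stricter threshold, one score for all lists that left them unequal, it was 92.9. The wild type-specific regions had a median score percentile of 26.5. Regions held by a single wild-type list had 15.97 and 20.7, and the closest pairs that mix genotypes 27.5 and 28.2, so weak peaks near the threshold cannot be told apart from other sources of these regions. A criterion set after the value was seen, the lowest value among the pairs, was dropped because it was met by so small a margin. The genotype division gave the most specific regions at equal length, 3869 against 2542 and 2021, so that 1 of the 3 divisions, the genotype division itself, reached that number. A genotype effect and a chance division of the 4 libraries cannot be told apart with 3 divisions, and an effect of the stop cassette stays open as untested.

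Peaks at annotated transcript starts made up 57.8% of wild-type replicate 1 (95% Wilson interval 57.4% to 58.2%), 50.2% of replicate 2 (49.8% to 50.5%), 47.2% of stop cassette replicate 1 (46.8% to 47.5%) and 38.1% of replicate 2 (37.8% to 38.3%). The group means were 54.0% ± 5.40 and 42.6% ± 6.45 (SD, n = 2 each; exact permutation p = 0.333, the smallest possible). The shares ran opposite to list length, and the counts ran the other way: the stop cassette lists held more peaks at starts (mean 39173 against 32114) and more elsewhere (54282 against 27972), so the lower share goes with more peaks away from starts. Unequal length and a difference in GC content between libraries cannot be told apart from the remaining explanations. At equal length the difference in means fell from -11.4 to -5.38 percentage points. The wild-type shares, 57.8% and 55.3%, stayed above the 53.3% and 49.0% of the stop cassette lists, and the counting intervals did not overlap. The smallest gap, 1.97 percentage points, was below the SD of 3.06 between the stop cassette lists, a criterion set after the values were seen. Over all peaks at equal length, the mean of the median GC content was 56.6% in wild type and 54.0% with the stop cassette. These peaks include those at starts, whose share is the pattern in question, so this gap cannot decide. Away from transcript starts, the mean of the median GC content was 0.599 percentage points higher in wild type. Both wild-type lists, at 49.1%, lay above the stop cassette lists, at 48.9% and 48.1%, which met the criterion set beforehand. The gap to the nearer stop cassette list was smaller than the SD of 0.565 between the stop cassette lists, so the order was not taken as deciding. Signal against background in each library, which the lists do not give, and the genotype also stay open as untested.

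Peaks at En1 were called only in the replicate 2 lists, the longer list of each genotype. Genome-wide, regions held by both replicate 2 lists alone were 36.3 times as many as those held by both replicate 1 lists alone. This ratio follows largely from the lengths of the lists, and was 3.01 at equal length. Stop cassette replicate 1 had no peak at En1 although its list of 79083 peaks was longer than the 68471 of wild-type replicate 2, which had one. A detection limit in the shorter list of each genotype cannot be told apart from other differences between the libraries, since their depths are unknown. At equal list length and under the stricter threshold only the region at the En1 start was left, in stop cassette replicate 2 alone. At equal length its score of 6.34 was close to the lowest score kept in that list, 6.24. The lists do not show whether accessibility at En1 differs between genotypes.

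The En1 window had a lower excess of stop cassette-specific regions than most windows, at the 7.92 percentile. A change in both stop cassette libraries cannot be told apart from one library differing from the other. Stop cassette replicate 2 held 91.4% of the window's regions, a higher share than in 77.6% of genome windows, but its list is the longest and alone supplied 8 of the 35 regions. Stop cassette replicate 1 held 37.1%, against a median of 58.3% over genome windows, of which 13.3% were lower. Both wild-type lists held a higher share of the window's regions than in most windows, 70.4% of windows being lower for replicate 1 and 81.6% for replicate 2. The window has few regions at transcript starts, 8.57%. Among the 200 windows closest in this share the excess was at the 13.25 percentile with equal windows at a weight of 0.5, so the composition of the window may contribute. In these 200 windows the median share held by stop cassette replicate 1 was 46.2%, and 30.5% of them had a lower share than the En1 window. For stop cassette replicate 2, 75.5% of the 200 windows were lower. The wild-type lists went the other way, with 85.5% of the 200 windows lower for replicate 1 and 88% for replicate 2. Matching on composition therefore did not make the wild-type shares less unusual. Of those 200 windows, 3 had a lower and 47 an equal excess. With lower windows alone the percentile was 1.5, under the limit of 5 set for this explanation, so the choice made after the ties were seen decides whether it stays open. With 1 specific region for each genotype, the ranking rests on very few regions.

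Few Y-linked transcript starts were called. Of 5 genes on chromosome Y (Kdm5d, Eif2s3y, Uty, Ddx3y and Usp9y), stop cassette replicate 1 had a peak at 1, stop cassette replicate 2 at 0, wild-type replicate 1 at 0 and wild-type replicate 2 at 2. The X-linked homologs Kdm5c, Eif2s3x, Kdm6a, Ddx3x and Usp9x had a peak at the start in all 4 lists, 20 of 20 combinations against 3 of 20 for chromosome Y. A low share of cells from male embryos is a candidate explanation, as a hypothesis. The labels do not give the sex of the embryos, and loss of reads at the mapping quality filter on chromosome Y was not tested.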
